A study of Mus musculus with 4 samples. Its data were reported in "CDC7 inhibition induces replication stress-mediated aneuploid cells with an inflammatory phenotype sensitizing tumors to immune checkpoint blockade" (2023).

How the data were processed

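RNA was sequenced from 4 J558 allograft tumours, each taken from 1 female BALB/c mouse on day 6. J558 is a mouse plasmacytoma line, and an allograft is a tumour grown from such cells after injection into another mouse, here under the skin of the flank. Mice received methylcellulose vehicle or TAK-931 by mouth at 60 mg/kg once daily. TAK-931 is an inhibitor of CDC7, a kinase that starts DNA replication. The labels named 2 vehicle-treated libraries (Vehicle-1, Vehicle-2) and 2 TAK-931-treated libraries (TAK-931-1, TAK-931-2), and they named no sequencing batch.

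The authors deposited 1 table per library of read counts per gene, made with featureCounts from alignments whose names say that uniquely placed reads were kept. The aligner, its version, the strand setting and the genome build were not stated, and no normalization was applied by the authors. A second numeric column that the authors deposited, of another kind, held the summed exon length of each gene in bases. Of the 24421 gene symbols in the tables, 23204 matched a RefSeq symbol of GRCm38.p6 and 99.3% of those overlapped its position, so the coordinates are given as mm10 (GRCm38). The tables held 27 symbols altered to dates by a spreadsheet, of which 2 named 2 genes each and were kept apart by chromosome. They held no mitochondrial gene. Immunoglobulin chain genes other than Igll1, and constant-region genes of T-cell receptors, were not analysed here. Because strand use was not stated, overlapping genes on opposite strands and close paralogs remain uncertain. Small counts were mostly even: between 17.9% and 23.9% of counts from 1 to 20 were odd. Both mates of a read pair therefore appear to be counted singly, and the counting error is larger than the printed counts imply.

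Total counts were 17008355 in Vehicle-1, 16716624 in Vehicle-2, 19589339 in TAK-931-1 and 16487902 in TAK-931-2. A count of 0 allows up to 3 counts, which is between 0.153 and 0.182 CPM (counts scaled to a common library total) in these libraries. Floors and intervals cover counting error only and take each count as independent. With both mates counted, the floors are too low and the intervals too narrow.

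Genes were kept with filterByExpr of edgeR 4.0.16 (minimum count of 10), which left 13669 genes. Libraries were scaled by TMM. The comparison of TAK-931 with vehicle used edgeR's robust quasi-likelihood test (R 4.3.3) with treatment as the only term, two-sided, and Benjamini-Hochberg adjustment at 0.05; calls were also counted with a log2 fold change over 1.5 in size. Gene lists with at least 5 tested genes were compared by camera (limma 3.58.1) with a preset inter-gene correlation of 0.01, and by fry. Of 24 lists written by hand, 22 could be tested; the Y-chromosome list and the single gene Xist could not, and their values are given with the other observations. The 27 genes that the study followed by PCR or in single cells were adjusted over all genes and over the list alone. Log2 ratios between single libraries used CPM with a prior count of 2. The share of counts from symbols with the prefixes Igh, Igk and Igl and from Jchain was taken of all gene counts, with 95% Wilson intervals per library; these were Jchain, Ighmbp2, Iglon5 and Igll1. With 2 libraries against 2, an exact test cannot go below a p of 0.333.

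The samples, comparisons, tests, lists and alternatives were fixed before the data were examined, except where stated. Besides the study's marker genes, Cdc7 and Mcm2, genes were to be named if they had an adjusted p under 0.05, over 3 counts in every library, a mean log2 CPM over 3 and no overlap between groups, with the 5 largest changes in each direction; 0 genes met this rule. The alternatives were median-of-ratios size factors, library size only, Jchain and the symbols with an immunoglobulin prefix left out, at least 10 counts in every library, no filter, a replicate block, each library left out in turn, DESeq2 1.42.0, limma-voom, an adjusted p under 0.01, fry, an estimated inter-gene correlation, lists without shared genes and a prior count of 0.5. Halved counts, Jchain alone and a fit without robust estimation were added after the data were examined. Lists of skeletal muscle, keratinocyte and adipocyte genes were also written after the data were examined. GC content came from the transcripts of the GENCODE vM21 annotation, read with Biostrings 2.70.1.

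The tests were checked on simulated counts with 200 of the genes changed 4-fold, in 5 simulations each. At a low spread, 99.9% of the changed genes were recovered with a mean of 9.6 false calls (13500 genes tested on average). The other setting gave all 4 libraries the spread per gene that was estimated over both groups. There, 16.7% were recovered with a mean of 8.6 false calls (13375 genes tested on average). False calls were then a larger share of all calls than the 0.05 aimed for. The simulation left out the unequal spread of the groups described below, so it does not give the error rate for these data.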

Results

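Bulk RNA sequencing was performed on J558 allografts from vehicle-treated and TAK-931-treated mice (n = 2 per group) to compare gene expression in the whole tumour, which holds J558 cells together with infiltrating immune and stromal cells of the host. Library depth was between 16487902 and 19589339 counts, and between 15216 and 16270 genes had at least 1 count.

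The vehicle-treated libraries were close to each other, whereas the TAK-931-treated libraries were not. Across 13669 genes, the log2 CPM of Vehicle-1 and Vehicle-2 correlated with a Pearson's r of 0.977, and TAK-931-1 and TAK-931-2 correlated with an r of 0.865. TAK-931-1 correlated with the vehicle-treated libraries at 0.806 and 0.791. TAK-931-2 correlated with them at 0.95 and 0.939, nearer than it was to TAK-931-1. These are correlations across genes, which are not independent replicates. The biological coefficient of variation estimated by edgeR was 0.119 within the vehicle pair and 0.527 within the TAK-931 pair, and it was 0.436 in the model with both groups. Each library came from its own mouse and was counted as its own replicate. The counts of each pair were compared to ask whether 1 library had been deposited under both labels, and they differed, with a chi-square per degree of freedom of 8.22 for vehicle and 276 for TAK-931. Counting both mates of a read pair raises these values.

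Cdc7, the gene for the target of TAK-931 (chromosome 5, 106964322 to 106984439, mm10), had a mean of 22.2 ± 1.1 CPM (SD, n = 2) in vehicle-treated and 21.3 ± 0.0691 CPM (SD, n = 2) in TAK-931-treated allografts. Its log2 fold change was −0.06 (SE 0.26), within the error. Mcm2, which encodes a substrate of the CDC7 kinase (chromosome 6, 88883474 to 88898780), had 196 ± 9.76 CPM in vehicle-treated and 159 ± 30 CPM in TAK-931-treated allografts (SD, n = 2), with a log2 fold change of −0.30 (SE 0.25).

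To identify genes whose expression differed with treatment, the 2 groups were compared by edgeR's quasi-likelihood test. No gene passed an adjusted p of 0.05, and the lowest adjusted p by edgeR was 0.275. At an unadjusted p under 0.05 there were 2475 genes, of which 1579 were higher and 896 lower in TAK-931-treated allografts, where 683 would be found by chance among independent genes. A fitted log2 fold change over 1.5 in size, with no test, was reached by 2502 genes, 2302 of them higher and 200 lower. This number fell to 1224 when TAK-931-1 was left out and rose to 4045 when TAK-931-2 was left out. The 2 groups did not overlap in 8571 genes (62.7%), where chance gives 33.3%. Of these, 4097 were higher and 4474 lower in TAK-931-treated allografts. DESeq2 moved the result most, with 1421 genes at its adjusted p under 0.05, of which 1292 were higher.

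Each TAK-931-treated library was also compared with each vehicle-treated library, because the study's enrichment analysis rested on 1 allograft of each kind. A log2 ratio over 1.5 in size was found for 4060 genes in TAK-931-1 against Vehicle-1 and for 3847 genes against Vehicle-2. In TAK-931-2, the numbers were 1163 against Vehicle-1 and 1241 against Vehicle-2. The ratio of Vehicle-1 to Vehicle-2 exceeded this size for 502 genes. These single-library ratios have no replicate check. The log2 ratios of TAK-931-1 to Vehicle-1 and of TAK-931-2 to Vehicle-2, which share no library, correlated across genes with an r of 0.509. The other such arrangement, TAK-931-1 to Vehicle-2 and TAK-931-2 to Vehicle-1, gave 0.533. The ratio of Vehicle-1 to Vehicle-2 and the ratio of TAK-931-1 to TAK-931-2 correlated with an r of 0.004. For TAK-931-1 to Vehicle-1 and TAK-931-2 to Vehicle-2, simulated unchanged genes gave values between −0.016 and 0.018. Those genes were simulated independently of each other, so a small r was built in. The range is therefore no measure for real genes that move together. Requiring at least 10 counts in every library raised 0.509 and 0.533 to 0.604 and 0.640.

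**Figure D1:**
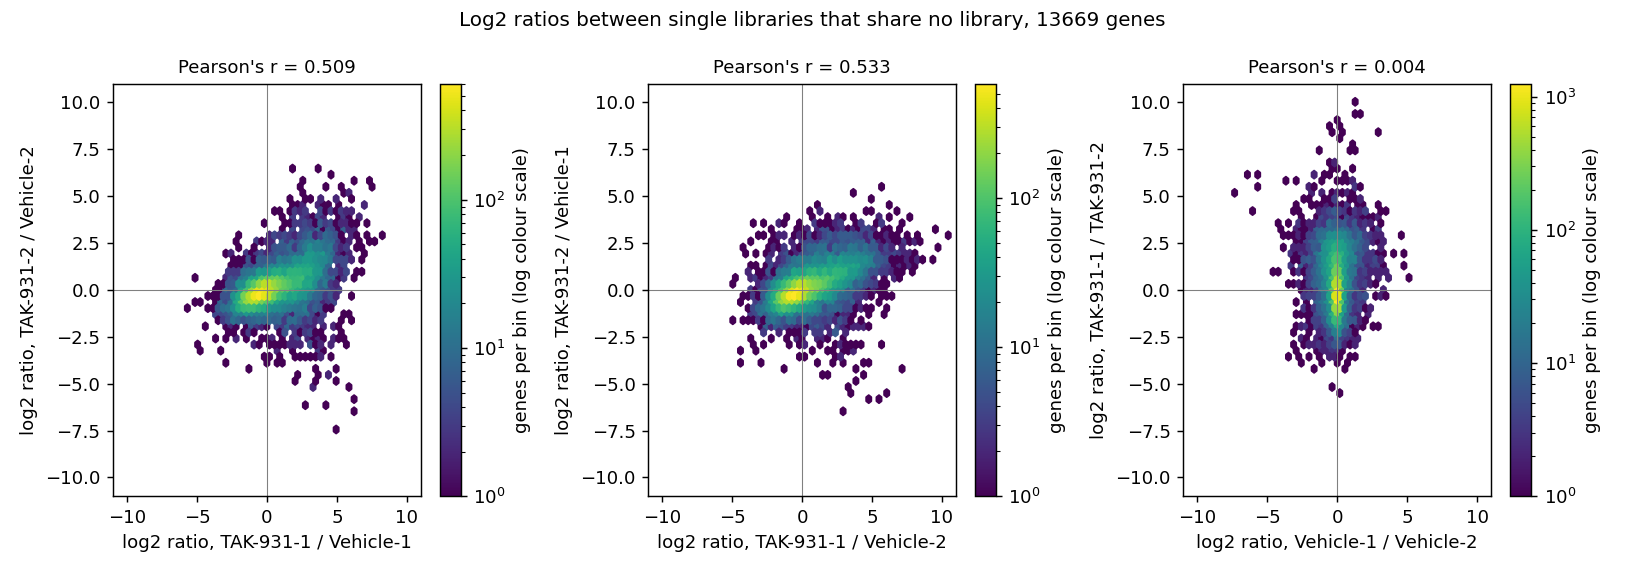
Each panel plots the log2 ratio of one pair of libraries (x axis) against that of the remaining pair (y axis) for 13669 genes, with colour for the number of genes per bin on a log scale. The ratios of TAK-931-1 and TAK-931-2 to different vehicle-treated libraries correlate at 0.509 and 0.533, and the ratios within the groups at 0.004.

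Gene lists were compared to ask whether the inflammatory and immune programmes examined by the study differed between the groups. In camera with a preset correlation, 14 of 22 lists were higher and 4 were lower at an adjusted p under 0.05. None of these 18 calls held under fry, whose lowest adjusted p was 0.335, or under camera with an estimated correlation. Fry gave 0 lists at an unadjusted p under 0.05. With 2 libraries per group, both of these tests have little power. A list that they did not call is therefore not shown to be unchanged. Camera also called 19 and 17 lists in the other groupings of the same 4 libraries into pairs, so its calls did not separate treatment from differences between single tumours.

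The direction of the immune lists was shared by both TAK-931-treated libraries, with different sizes. The median log2 ratio to the vehicle mean of the type I interferon list (35 genes) was 3.18 in TAK-931-1 and 1.77 in TAK-931-2. That of the interferon-gamma list (37 genes) was 3.44 in TAK-931-1 and 1.81 in TAK-931-2, and the vehicle-treated libraries differed by 1.35 on this list. The inflammatory response list (50 genes) had medians of 3.09 and 1.52, in the same order. The epithelial-mesenchymal transition list (48 genes) had medians of 2.17 and 0.73, and the IL6-JAK-STAT3 list (37 genes) of 1.69 and 0.60. In the fits without TAK-931-1, the median log2 fold changes of these 5 lists were 1.75, 1.71, 1.53, 0.71 and 0.60, against 2.70, 2.64, 2.51, 1.65 and 1.25 with all 4 libraries. The epithelial-mesenchymal transition list holds most genes of the fibroblast list below, such as Col1a1 and Dcn, so these lists are not independent. Without genes shared with another list, the fitted medians were 1.45 for the epithelial-mesenchymal transition list and 1.74 for the fibroblast list.

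Lists of cell type markers differed by unequal amounts. The T cell list (27 genes) had a median log2 ratio of 6.13 in TAK-931-1 and 2.23 in TAK-931-2, and it was 5.98 in TAK-931-1 once the gene whose vehicle counts were at the floor of 3 counts was compared with that floor. Its fitted median of 5.04 became 2.15 without TAK-931-1, and 3.34 when at least 10 counts in every library were required. The NK cell list (14 genes) had medians of 4.05 in TAK-931-1 and 2.53 in TAK-931-2, and the vehicle-treated libraries differed by 1.41 on this list. Its fitted median of 3.57 became 5.48 without Vehicle-1 and 2.44 without TAK-931-1. It was 4.93 when at least 10 counts in every library were required. The monocyte and macrophage list (28 genes) had medians of 3.85 and 1.40, the dendritic cell list (15 genes) of 1.93 and 1.30, and the neutrophil list (9 genes) of 2.75 and 0.71, in the same order. The neutrophil list was not called by camera (adjusted p 0.133), and 2 of its 9 genes lay below both vehicle-treated libraries in each TAK-931-treated library. The fibroblast list (20 genes) had medians of 2.64 and 1.05. Without TAK-931-1, the fitted median of the monocyte and macrophage list fell from 3.10 to 1.40, that of the neutrophil list from 1.75 to 0.74 and that of the fibroblast list from 1.93 to 1.04. The endothelial list (23 genes) had a median of 1.79 in TAK-931-1 and 0.02 in TAK-931-2. Of its genes, 23 lay above both vehicle-treated libraries in TAK-931-1 and 8 did in TAK-931-2, and the fitted median of 1.12 became 0.02 without TAK-931-1. The B cell list (9 genes) moved in opposite directions, with −0.85 and 0.89, and was not called. Genes of some other host tissues were also higher in TAK-931-1: 18 of 19 skeletal muscle genes and 6 of 7 adipocyte genes had their highest CPM in that library. Only 4 of 11 keratinocyte genes did.

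The 4 lists that camera called lower changed mainly in TAK-931-1. The plasma cell list (15 genes) had a median log2 ratio of −1.52 in TAK-931-1 and −0.05 in TAK-931-2, and the fitted median of −0.60 became −0.05 without TAK-931-1. The unfolded protein response list (24 genes) had medians of −0.92 and −0.10, the S phase list (41 genes) of −0.62 and −0.18, and the G2/M list (35 genes) of −0.67 and −0.07, in the same order. Their fitted medians without TAK-931-1 were −0.10, −0.18 and −0.07, against −0.37, −0.41 and −0.37 with all 4 libraries. Trap1a, a marker of J558 cells that is also on the plasma cell list, was 0.32-fold the vehicle mean in TAK-931-1. It was 1.11-fold in TAK-931-2. Whether a lower share of J558 cells lowered these lists in TAK-931-1 was not tested. The p53 target list (24 genes) had medians of 0.51 and 0.30 and was not called. The senescence list (17 genes) had medians of 0.84 and −0.29 and was not called.

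**Figure D2:**
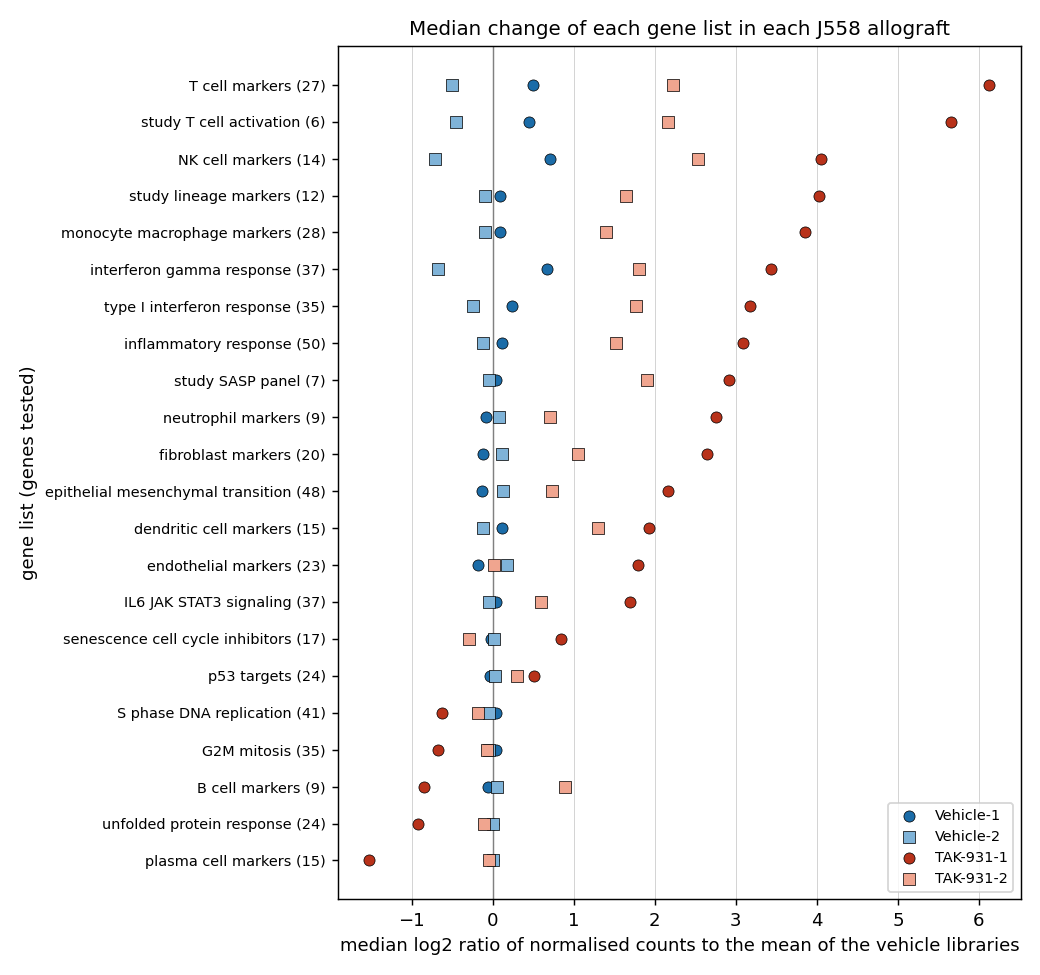
The median log2 ratio of each gene list to the mean of the vehicle-treated libraries (x axis) is plotted for the 22 lists (y axis), with 1 point per library. The T cell list lies at 6.13 in TAK-931-1 and 2.23 in TAK-931-2, and the endothelial list at 1.79 and 0.02.

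The genes that the study followed by PCR or in single cells were examined one by one. Of 27 genes, 25 passed the filter, 24 of these had a positive log2 fold change, and 22 were higher in both TAK-931-treated libraries than in both vehicle-treated libraries. An unadjusted p under 0.05 was reached by 20 genes. Adjusted over the list alone, 18 genes passed 0.05 in edgeR, with a lowest adjusted p of 0.0441; adjusted over all genes, 0 did. The study's own sequencing analyses used the allografts Vehicle-1 and TAK-931-1. It reported the genes of the senescence-associated secretory phenotype from PCR in human cell lines treated with TAK-931. Of these, it also measured Cxcl10 and Il1a by PCR in J558 allografts. How it chose the genes outside that phenotype is not stated, so it is unknown whether the list as a whole is independent of these libraries. Of the alternatives counted at 0.05, limma-voom moved the number of passing genes most, to 0. TAK-931-1 was higher than TAK-931-2 in 24 of the 25 genes.

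Among the genes of the senescence-associated secretory phenotype, Cxcl10 (chromosome 5, 92346639 to 92348889) had 9.51 ± 8.53 CPM in vehicle-treated and 79.4 ± 15.6 CPM in TAK-931-treated allografts (SD, n = 2). Its log2 fold change was 3.06 (SE 0.79), with an adjusted p by edgeR of 0.275 over all genes and 0.0441 over the list alone. Il1a (chromosome 2, 129299610 to 129309972) had 1.01 ± 0.261 CPM in vehicle-treated and 6.29 ± 2.87 CPM in TAK-931-treated allografts, with a log2 fold change of 2.62 (SE 0.67). The vehicle-treated libraries had 15.54 and 3.48 CPM of Cxcl10, and its log2 fold change became 4.53 without Vehicle-1 and 2.35 without Vehicle-2. Cxcl10 was 9.51-fold and 7.19-fold the vehicle mean in TAK-931-1 and TAK-931-2, and Il1a was 8.20-fold and 4.20-fold. Ccl5 (chromosome 11, 83525779 to 83530518) was 38.7-fold and 7.80-fold, Il1b (chromosome 2, 129364580 to 129371120) was 4.44-fold and 3.57-fold, and Tnfrsf1b (chromosome 4, 145212368 to 145246870) was 9.75-fold and 1.94-fold. The log2 fold change of Il1b was 2.00 and became 2.62 without Vehicle-1 and 1.58 without Vehicle-2. That of Ccl5 was 4.54 and became 5.91 and 3.85, in the same order. Il6 and Cxcl1 were at low levels, with 0.418 and 0.478 CPM in vehicle-treated allografts, and did not pass an unadjusted p of 0.05. The log2 fold change of Cxcl1 was 1.72 and became 1.17 without Vehicle-1 and 2.71 without Vehicle-2. Tnfsf15 had 0 counts in both vehicle-treated libraries against 28 in TAK-931-1 and 8 in TAK-931-2. Ifnb1 had 6 counts in Vehicle-1 and 0 in the other libraries and was not detectable at this depth in TAK-931-treated allografts.

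The T cell genes differed widely between the TAK-931-treated libraries. Cd8a (chromosome 6, 71373427 to 71379171) had 1.72 and 0.120 CPM in the vehicle-treated libraries, 314.6 CPM in TAK-931-1 and 13.65 CPM in TAK-931-2. Its log2 fold change was 7.47 (SE 2.13) and became 3.88 without TAK-931-1. Cd3d (chromosome 9, 44981786 to 44987052) was 96.2-fold the vehicle mean in TAK-931-1 and 4.52-fold in TAK-931-2. Among the activation and exhaustion markers, the ratio to the vehicle mean in TAK-931-1 and TAK-931-2 was 72.1-fold and 6.49-fold for Gzmb, 54.4-fold and 4.89-fold for Pdcd1, 48.6-fold and 6.44-fold for Lag3, 41.2-fold and 2.43-fold for Havcr2, and 8.29-fold and 1.90-fold for Ctla4. Vehicle-1 and Vehicle-2 had 7.471 and 1.678 CPM of Gzmb and 4.625 and 1.319 CPM of Havcr2. They were closer for Lag3 (3.973 and 2.278), Pdcd1 (2.965 and 2.877) and Ctla4 (2.965 and 2.637). Without Vehicle-1 and without Vehicle-2, the log2 fold change was 6.76 and 4.59 for Gzmb and 5.63 and 3.81 for Havcr2. Gzmk had 2 and 0 counts in the vehicle-treated libraries, 842 counts in TAK-931-1 and 10 counts in TAK-931-2.

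Among the remaining lineage markers, Ptprc was 22-fold and 4.44-fold, Nkg7 65.5-fold and 4.48-fold, Cd4 16.2-fold and 2.93-fold, Itgax 19.2-fold and 3.46-fold, Adgre1 16.2-fold and 2.66-fold, Ncam1 11.4-fold and 3.27-fold, and Col1a1 8.25-fold and 2.92-fold the vehicle mean in TAK-931-1 and TAK-931-2. The log2 fold change of Nkg7 was 5.13 and became 6.27 without Vehicle-1 and 4.5 without Vehicle-2. The direction differed between the TAK-931-treated libraries for 3 markers. Cd14 was 6.59-fold the vehicle mean in TAK-931-1 and 0.544-fold in TAK-931-2, and its log2 fold change of 1.83 became −0.88 without TAK-931-1. Pecam1, an endothelial marker, was 2.55-fold and 0.848-fold, and its log2 fold change of 0.77 became −0.24. Trap1a (chromosome X, 139333683 to 139338165), a tumour antigen used as a marker of J558 cells, had 1127 and 1095 CPM in the vehicle-treated libraries, 355.5 CPM in TAK-931-1 and 1235 CPM in TAK-931-2. Its log2 fold change of −0.48 (SE 0.63) became 0.15 without TAK-931-1.

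**Figure D3:**
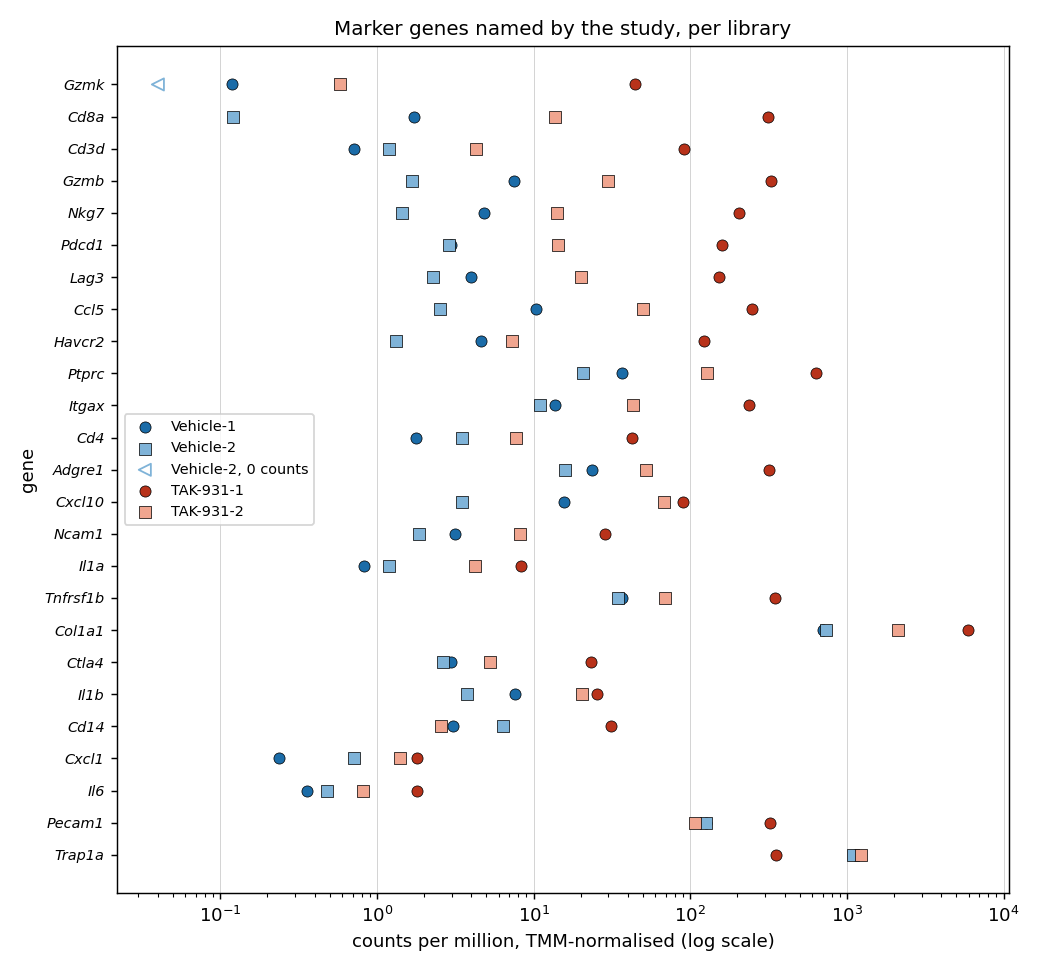
TMM-normalised CPM (x axis, log scale) are plotted for the 25 tested marker genes (y axis), with 1 point per library and an open triangle for 0 counts. Both TAK-931-treated libraries lie above both vehicle-treated libraries in 22 genes, and TAK-931-1 lies above TAK-931-2 in 24.

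Because J558 is a plasmacytoma line, the share of counts from symbols with an immunoglobulin prefix and from Jchain was measured. The symbols matched were Jchain, Ighmbp2, Iglon5 and Igll1. Ighmbp2 and Iglon5 do not encode immunoglobulin chains, and Igll1 had 0 counts in all 4 libraries, so the value is nearly the share of Jchain and not the immunoglobulin share of the tumours. It was 0.537% ± 0.043 in vehicle-treated and 0.577% ± 0.383 in TAK-931-treated allografts (SD, n = 2), a difference within the spread between replicates. By library, the share was 0.507% in Vehicle-1 (95% Wilson interval 0.503% to 0.510%), 0.568% in Vehicle-2 (0.564% to 0.571%), 0.306% in TAK-931-1 (0.304% to 0.309%) and 0.848% in TAK-931-2 (0.844% to 0.853%). TAK-931-1 and TAK-931-2 lay on opposite sides of the vehicle-treated libraries, so either TAK-931-treated library alone decided the direction. Jchain alone gave a mean of 0.534% and 0.574%, the alternative that moved the group means most apart from leaving out a library.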

Values the study reported

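For TAK-931 in cultured J558 cells, the study gave an IC50 above 1000 nM and described this line as less sensitive. The study reported a ratio of treated to control tumour volume (T/C) of 49.7% at day 5 in the J558 allograft model. By real-time PCR, it reported higher CXCL10 and IL1A in allografts of 5 TAK-931-treated mice than in those of 4 vehicle-treated mice. In its one-sided Student's t test, neither difference reached a p under 0.05, the level the study set for significance.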

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

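No gene passed an adjusted p of 0.05 with TMM, median-of-ratios size factors, library size only, Jchain and the symbols with an immunoglobulin prefix left out, at least 10 counts in every library, no filter or limma-voom, nor at an adjusted p of 0.01. The same held for 2 alternatives chosen after seeing the data, counts halved and the fit without robust estimation. The exceptions were DESeq2 and the replicate block. DESeq2 called 1421 genes, 1301 of them with a log2 fold change over 1.5 in size. In 1402 of the 1421, TAK-931-2 lay beyond both vehicle libraries in the called direction, and in 1387 TAK-931-1 lay farther from the vehicle mean than TAK-931-2. DESeq2 called 1 and 5 genes in the other groupings of the 4 libraries into pairs. The replicate block called 144 genes, all 144 with a log2 fold change over 1.5 in size. The deviations of same-numbered libraries from their group means correlated at 0.004. With 2 libraries per group, this repeats the correlation of the ratios within the groups. It showed no shared deviation across genes, but it cannot show that same-numbered libraries share only a number. The block changed 1 marker call. The cause of the differences between these methods was not tested.

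At an unadjusted p under 0.05, the counts were between 1956 and 3285 against 2475. With library size only, 1734 of 2348 such genes were higher, against 1579 of 2475 with TMM; with limma-voom, 826 of 1956 were higher. The number of genes with a log2 fold change over 1.5 in size was 5215 without a filter, which adds genes with few counts, and from 1224 to 4045 across the 4 fits that each left out one library.

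Under the other scalings, at least 10 counts in every library, the same symbols left out, the block and halved counts, camera again called 14 lists higher and 4 lower, and 11 higher and 4 lower were found among the 19 lists that could be tested without shared genes. Fry called 0 higher and 0 lower, as did camera with an estimated correlation. Leaving out one library kept the direction of the median for all lists except 2. The senescence list ranged from −0.30 to 0.85 and the B cell list from −0.84 to 1.31 across the 4 fits.

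Adjusted over the list alone, 18 marker genes passed 0.05. This number was 16 to 21 under the other scalings, at least 10 counts in every library, the block, halved counts and DESeq2. It was 18 with the symbols with an immunoglobulin prefix and Jchain left out, and 0 under limma-voom, where the cause was not tested. At 0.01 no marker would pass, since the lowest adjusted p by edgeR was 0.0441. The number was not counted with no filter or without robust estimation. Leaving out one library reversed 3 markers, which ranged from −1.63 to 0.15 (Trap1a), from −0.88 to 2.74 (Cd14) and from −0.24 to 1.37 (Pecam1) on the log2 scale.

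The correlations of ratios that share no library, 0.509 and 0.533, became 0.456 and 0.485 with a prior count of 0.5 and 0.604 and 0.640 with at least 10 counts in every library. With library size only, they were 0.507 and 0.532. The share of Jchain and the symbols with an immunoglobulin prefix moved by less than the SD between replicates when taken of the filtered genes and with Jchain alone. In TAK-931, it was 0.306% and 0.848% when the other library was left out; with 2 libraries, that shift is a fixed fraction of their SD and tests nothing. The share without mitochondrial genes was not run, since the tables held none. Both mates of a pair appear to be counted, which limits the precision of genes with few counts, such as Il6, Cxcl1 and Gzmk.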

Other observations

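The tests on host cell lists, on a mixture of tissues and on a mislabelled sample were chosen only after the results were seen; those on depth, gene length and GC, and other groupings of the libraries were chosen before. The tissue lists were written after Acta1, Krt14 and Lgals7 were seen and before their other members were.

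TAK-931-1 lay farther from vehicle than TAK-931-2. Thinning TAK-931-1 to the depth of TAK-931-2 left its correlation across genes with the vehicle mean at 0.803, against 0.95 for TAK-931-2, which argues against library depth. Of 200 genes on 7 immune lists, 92.5% were higher in TAK-931-2 than in both vehicle libraries, where 33.3% would be expected of independent genes in an unchanged library. Vehicle-1 itself was above Vehicle-2 in 159 of these genes, which move together. With 2 vehicle libraries, a weak response in TAK-931-2 and a vehicle tumour carrying its label cannot be told apart, because no spread between vehicle tumours can be set against that share. A difference in response between mice remains open and untested.

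Host cell lists rose by different amounts. A lower share of J558 cells would raise the markers of all other cell types alike. In TAK-931-1, the median log2 ratios of the T cell, macrophage, fibroblast and endothelial lists, without shared genes, spanned 4.36, and in TAK-931-2 they spanned 2.21. The vehicle libraries differed by a span of 1.35 on the same lists. The T cell list exceeded each of the other 3 lists in both libraries, with permutation p-values between 1e-05, the smallest that 1e+05 permutations can give, and 6e-04 (6 comparisons, adjusted p between 2e-05 and 6e-04); in TAK-931-2, its differences from the macrophage and fibroblast lists were 0.84 and 1.17, within the vehicle span, and only that from the endothelial list, 2.21, exceeded it. These values argue against a lower J558 share with an unchanged mix of other cells as the whole cause in TAK-931-1. In TAK-931-2, only the endothelial list, of the lists compared, argues against it, and whether J558 cells express its genes was not tested. Of the muscle and adipocyte genes described below, 16 of 19 and 4 of 7 were lowest in TAK-931-2 and not raised. In each of those lists only 2 genes had a vehicle mean over 10 CPM, so no conclusion was drawn from them. A change in the mix of host cells, with or without a lower J558 share, may underlie the pattern. Whether it came from treatment was not tested.

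Interferon genes in TAK-931-2 came closer to TAK-931-1 than T cell genes did. The part of the TAK-931-1 rise that TAK-931-2 reached had a median of 31.7% over 67 interferon genes and 5.94% over 25 T cell genes (permutation p 1e-05, the smallest that the permutations can give). With library size only, the parts were 34.5% and 6.40%; against Vehicle-1 alone, they were 28% and 5.14%, and against Vehicle-2 alone 33.3% and 6.18%. TAK-931-2 as a plain mixture of vehicle and TAK-931-1 tissue would give the same part for both, and these values argue against it. A candidate explanation is an interferon response that is not proportional to T cell number. Genes are not independent replicates, and both values rest on 1 library each.

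Camera called as many lists in 2 of the 3 groupings of the 4 libraries into pairs, the real one included. The number of genes at an unadjusted p under 0.05 was as large in 1 of the 3 groupings, the real one; the others gave 37 and 79 genes against 2475. With 3 groupings, neither share can go under 0.333, so a chance arrangement of the libraries cannot be told apart from treatment by this count.

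The rise of immune gene lists was tested against gene length and GC content. After a smooth trend on both was removed, the lowest median log2 fold change among the 7 immune lists was 1.76, for the dendritic cell list, which had 1.5 before. All members of those lists had a value. This argues against length or GC as the cause; a biological explanation, the treatment, remains a hypothesis, since a mislabelled sample was left open.

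Acta1, a skeletal muscle gene chosen after its values were seen, had 54.4 and 48.4 CPM in the vehicle libraries, 344.1 CPM in TAK-931-1 and 0.525 CPM in TAK-931-2. Of 19 other muscle genes, 16 were highest in TAK-931-1 and lowest in TAK-931-2, where chance gives 8.33%. Myh1 had 128.9 CPM in TAK-931-1 and 0 counts in TAK-931-2, and Tnnt3 had 83.9 and 7.47 CPM. The exceptions were Pygm and Neb, which were highest in TAK-931-1 but not lowest in TAK-931-2, and Eno3, which ran the opposite way: it had 119.5 and 125 CPM in the vehicle libraries, was lowest in TAK-931-1 at 89.5 CPM and highest in TAK-931-2 at 146 CPM. Of the 19 genes, 2 had a vehicle mean over 10 CPM and 0 are on another list. The values are consistent with muscle taken along with the tumour in TAK-931-1 and, at a lower level, in both vehicle libraries. Adipocyte genes were also highest in TAK-931-1 for 6 of 7 genes, with Fabp4 at 254.6 CPM and Lpl at 420.9 CPM; 2 of the 7 had a vehicle mean over 10 CPM. Keratinocyte genes showed another order, with Krt14 at 320 counts in Vehicle-2, 72 in TAK-931-1 and 0 in Vehicle-1 and TAK-931-2; 4 of 11 were highest in TAK-931-1. Whether such surrounding tissue contributes to the fibroblast, endothelial or epithelial-mesenchymal lists was not tested.

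Xist had 23.2 and 21.2 CPM in the vehicle libraries, 592.1 CPM in TAK-931-1 and 80.2 CPM in TAK-931-2, which is 26.6-fold and 3.61-fold the vehicle mean. Ddx3y, Uty, Kdm5d and Eif2s3y, genes of the Y chromosome, had 0 counts in all 4 libraries. No explanation of these values was tested.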
